A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Broader functions of TIR domains in Arabidopsis immunity" (2023).

How the data were processed

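RNA was measured in leaves of *Arabidopsis thaliana* by mRNA sequencing in 12 samples, 3 for each of 4 genotypes. The genotypes were wild-type Col-0, *ADR1-L2 DV*, *ADR1-L2 DV sadr1-26.6* and *ADR1-L2 DV sadr1-30.4*. Samples were grouped by their titles, and the 3 samples of a genotype came from 3 independent experiments. The values analysed were 1 table that the authors deposited, with 28496 genes identified by AGI codes.

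The authors deposited a log2 fold change and an FDR-adjusted p-value for each of the 3 mutant genotypes against Col-0. Both were given for 22020 genes, and the other 6476 genes were left untested in the table. The authors also deposited 1 whole-number value per gene and genotype. These 4 columns are headed RPKM, but they were treated as read counts pooled over the 3 samples of a genotype. They are whole numbers, rise with gene length and are not scaled between genotypes. Pooled reads totalled 20148132 in Col-0, 21277026 in *ADR1-L2 DV*, 20013826 in *sadr1-26.6* and 20613029 in *sadr1-30.4*. The submitters' processing notes name the genome build TAIR10. The aligner, the counting tool, the strand setting, the statistical test and their versions are not given in the sources used here. The log2 of the pooled ratio to Col-0 differed from the deposited log2 fold change by an offset per genotype, around which single genes varied. Over 9980 genes with more than 200 pooled reads in every genotype, the median offset was 0.30 in *ADR1-L2 DV*, -0.06 in *sadr1-26.6* and -0.00334 in *sadr1-30.4*. Scaling by total reads left a median difference of 0.22 in *ADR1-L2 DV*, so the deposited fold changes had not been scaled by these totals alone. In the table, 21 tested genes had 0 pooled reads in every genotype, so the fit and the pooled columns did not rest on exactly the same counts.

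No value per sample was used, because the table holds comparisons and pooled values. The design written before the data were examined provided for this case, and the deposited FDR at 0.05 was the call. No further test of single genes was run, and the errors given by the table are its FDR values. Differences between a suppressor and *ADR1-L2 DV*, and between both suppressors, have no test and are given as differences or ratios of the deposited log2 fold changes. Intervals on ratios of pooled reads are exact Clopper-Pearson binomial intervals at 95%, after scaling by the median of ratios. They cover counting error only and leave out the variation between plants.

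Before the data were examined, 24 gene lists were fixed. For each list and comparison, the called members in each direction were compared with all other tested genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 24 lists within a comparison and direction. The median log2 fold change of a list was placed among the medians of 10000 random lists of the same size, each member replaced by a gene from the same of 50 bins of mean scaled reads. Genes do not vary independently, so these values describe the lists and do not replace replication. The count adjusted over the list alone was obtained from raw p-values back-calculated from the deposited FDR, assuming Benjamini-Hochberg adjustment over 22020 genes, with ties given their largest rank.

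Suppression was described over the genes called in *ADR1-L2 DV*. The residual share of a gene is its log2 fold change in a suppressor divided by that in *ADR1-L2 DV*, so that 0 is the Col-0 level and 1 the *ADR1-L2 DV* level. All 3 comparisons share the same Col-0 samples. Chance values of Col-0 therefore enter each of them, and their size could not be simulated without values per sample.

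Genes were named by a rule fixed before the data were examined. It always names *SADR1*, *SADR1-P1*, 5 RNL genes, *EDS1*, *PAD4*, *SAG101* and *PR1*. It adds the 10 largest increases and 10 largest decreases among called genes of *ADR1-L2 DV*, and 5 of each for either suppressor. For these, the pooled value in the higher genotype had to reach the median of all genes above 0 in it, which was 226 reads in Col-0, 271 in *ADR1-L2 DV*, 219 in *sadr1-26.6* and 223 in *sadr1-30.4*. Up to 3 called members per direction are named from each list, without this floor. By the largest residual share kept in both suppressors, 5 genes called in *ADR1-L2 DV* and above the floor are named. Genes named outside this rule were chosen after their values were seen, also where this is not repeated beside them. Where Col-0 had 0 pooled reads, a fold is given against an assumed floor of 3 reads over the genotype and is not a confidence bound.

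Alternatives were FDR thresholds of 0.01 and 0.10, an absolute log2 fold change of at least 1, the value floor, and fold changes recomputed from the pooled reads. The recomputed values were scaled by the median of ratios with pseudocounts of 1, 5 and 0.5, or by total reads with a pseudocount of 1. Gene names came from the RefSeq annotation of TAIR10.1, in which 28009 AGI codes were found, and from the fixed lists. Positions are those of that annotation and are given for TAIR10.1. Expressed neighbours along the chromosomes were scanned in windows of 7 genes with a mean of at least 100 scaled reads.

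The list test, the percentile, the back-calculation and the scan were tested on simulated data built from the 22020 genes of the *ADR1-L2 DV* comparison, shuffled among genes of like reads. Of 200 lists of random genes, 5 had a Fisher's exact p below 0.05, and 7 lay outside the central 95% of random medians. All 10 lists made of 200 genes shifted by 1.5 on the log2 scale were recovered by both measures. Of 22020 simulated p-values, 0 were placed below their true value by the back-calculation. A run of raised neighbours planted among 13580 expressed genes, in the lowest of the 3 comparisons, was found. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots used matplotlib 3.10.9.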

Results

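The transcriptome of Arabidopsis leaves was measured by RNA sequencing in 4 genotypes with 3 samples each. ADR1-L2 is a helper NLR of the RNL class, which acts downstream of many intracellular immune receptors. The *ADR1-L2 DV* line carries an activation mimic of this receptor, altered in its MHD motif and expressed from the native promoter in an *adr1-l2* mutant. The other genotypes, *ADR1-L2 DV sadr1-26.6* and *ADR1-L2 DV sadr1-30.4*, are called by their *sadr1* allele below. These alleles are missense mutations in *SADR1*, a TIR-NB-LRR receptor (TNL) gene, recovered in a suppressor screen of that line. Each sample held 2 leaves, and samples came from 3 independent experiments. The authors' deposited table gives each genotype against Col-0 for 22020 tested genes, and 1 pooled read value per genotype. Pooled reads totalled 20148132 in Col-0, 21277026 in *ADR1-L2 DV*, 20013826 in *sadr1-26.6* and 20613029 in *sadr1-30.4*. No value per sample was analysed, so no SD or n stands beside the values, and a gene is said to have risen or fallen where its deposited FDR was below 0.05.

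The first question was which genes the activation mimic changes. Defense genes, receptor genes and senescence genes rose in *ADR1-L2 DV*, and genes of photosynthesis, aliphatic glucosinolate synthesis and cold or drought responses fell. In the authors' deposited table, 1922 genes rose and 2266 fell, together 19.0% of the genes tested. Of these, 1111 rose and 1060 fell by an absolute log2 fold change of at least 1. *ADR1-L2* itself, on chromosome 5 at 1360589 to 1363907 of TAIR10.1, was among the genes that rose. The authors' deposited table lists a log2 fold change of 2.60 for it, a 6.07-fold increase, with an FDR of 0. Its pooled reads were 1148 in Col-0 and 8543 in *ADR1-L2 DV*, and reads from the transgene and from the endogenous locus were not separated.

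Most of the RNL and EDS1 genes rose. This list holds the helper NLRs, the lipase-like proteins that link them to TNL signals, and the TNL genes *SADR1* and *SADR1-P1*. Of its 12 tested members 9, *ADR1-L2* included, rose while 0 fell (Fisher's exact adjusted p = 1.7e-07, 11 called when adjusted over the list alone). *EDS1*, *PAD4* and *SAG101* are also members of the salicylic acid pathway list, and *SADR1* and *SADR1-P1* of the TNL and TIR list. *EDS1* rose by a log2 fold change of 1.56 (FDR = 3.1e-08) and *PAD4* by 1.34 (FDR = 5.5e-05) in the authors' deposited table. The log2 fold changes in the authors' deposited table were 1.44 for *ADR1*, 1.21 for *ADR1-L1*, 0.98 for *SAG101*, 0.76 for *NRG1.2* and 0.59 for *NRG1.1*, each with an FDR below 0.05. *SADR1* (AT4G36150) and its neighbour *SADR1-P1* (AT4G36140) did not pass the threshold. Their log2 fold changes were 0.62 (FDR = 0.073) and 0.46 (FDR = 0.068) in the authors' deposited table. Both are protein-coding genes on chromosome 4 of TAIR10.1, *SADR1* at 17104542 to 17108825 on the plus strand and *SADR1-P1* at 17098612 to 17104576 on the minus strand. Their annotated 5' ends overlap, so reads of that stretch cannot be assigned without strand. The suppressor alleles are missense changes, so the level of *SADR1* does not check the genotype labels.

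Salicylic acid genes rose as well. Of 25 tested genes of salicylic acid and pipecolate synthesis, perception and regulation, 15 rose and 1 fell (Fisher's exact adjusted p = 1.4e-09 for the rise, 16 called when adjusted over the list alone). The largest increases in the authors' deposited table were those of the transcription factor genes *WRKY62* (log2 fold change 2.66), *WRKY38* (2.54) and *SARD1* (2.09). *UGT76B1*, which encodes a glucosyltransferase that conjugates salicylic acid, fell by 2.29 on the log2 scale (FDR = 2.6e-06) in the authors' deposited table. The pipecolate synthesis members *FMO1* and *ALD1* were not called, at 0.53 (FDR = 0.72) and -0.73 (FDR = 0.52) in the authors' deposited table. Of 13 salicylic acid-responsive output genes, 6 rose and 0 fell (Fisher's exact adjusted p = 0.0013, 7 called when adjusted over the list alone), led by *SAG13* (2.29), *AIG1* (1.76) and *PR2* (1.70) in the authors' deposited table. *PR1*, the usual marker of salicylic acid responses, did not pass the threshold. The authors' deposited table gives it a log2 fold change of 1.78 with an FDR of 0.131, and pooled reads of 11475 in Col-0 and 24106 in *ADR1-L2 DV*. These pooled reads gave a smaller log2 ratio of 0.78 (counting interval 0.75 to 0.81). The paper reported constitutive *PR1* expression in *ADR1-L2 DV*, so the missing call does not show that *PR1* was unchanged.

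Genes of several receptor classes rose. Of 32 TNL and TIR genes 17 rose and 0 fell (Fisher's exact adjusted p = 1.4e-09, 21 called when adjusted over the list alone), including *TN2* (log2 fold change 2.39), AT3G44400 (1.09) and *SOC3* (0.93) in the authors' deposited table. Of 24 genes of pattern receptor signalling 14 rose (Fisher's exact adjusted p = 5.8e-09, 16 called when adjusted over the list alone), with *PHI-1* at 3.54, *WRKY53* at 1.56 and *FRK1* at 1.54 in the authors' deposited table. Of 28 cysteine-rich receptor-like kinase (CRK) genes 18 rose and 1 fell (Fisher's exact adjusted p = 1.1e-11 for the rise, 21 called when adjusted over the list alone). *CRK8*, *CRK23* and *CRK20* showed log2 fold changes of 2.35, 1.94 and 1.75, and *CRK21* fell by 2.01 on the log2 scale, in the authors' deposited table. With a minimum log2 fold change of 1, 2 of the 32 TNL and TIR genes were left (Fisher's exact adjusted p = 1), and 15 of the 28 CRK genes (Fisher's exact adjusted p = 1.5e-11). Several CRK and TNL genes lie in tandem arrays of similar sequence, and how reads shared by such copies were counted is not known. Coiled-coil NLR genes did not pass this test, with 3 of 10 called up (Fisher's exact adjusted p = 0.13, 3 called when adjusted over the list alone), though their median of 0.43 lay at percentile 99.58 of random lists of like reads. *L5* rose, at 0.96, as did *RPS2* (AT4G26090) at 0.65 and *LOV1* (AT1G10920) at 0.61 in the authors' deposited table.

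Calcium genes rose more often than other genes. Of 29 tested members 16 rose and 3 fell (Fisher's exact adjusted p = 1.4e-09 for the rise and 1 for the fall, 21 called when adjusted over the list alone). The calmodulin-like genes *CML41* (4.70) and *CML43* (2.84) and the exchanger gene *CAX3* (2.82) had the largest log2 increases in the authors' deposited table. The channel genes *CNGC2* and *CNGC4* and the pump gene *ACA8* (AT5G57110) fell, by 0.55, 0.70 and 0.84 on the log2 scale in the authors' deposited table. Senescence and cell death genes rose in 12 of 21 cases (Fisher's exact adjusted p = 1.1e-07, 14 called when adjusted over the list alone). *SAG12*, a senescence-induced cysteine protease gene, had 0 pooled reads in Col-0 and 229 in *ADR1-L2 DV*, which is 62.4-fold higher against the floor of 3 reads. The counting interval of its log2 pooled ratio began at 5.65. *NAC092*, a regulator of leaf senescence, rose by 3.69 (FDR = 3.3e-07) in the authors' deposited table.

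The largest increases included *DIN2*, *DOX1*, *SAG29* and *ABS2*, each with 1 pooled read in Col-0 and 2491, 2197, 331 and 283 in *ADR1-L2 DV*. For *DIN2*, a dark-inducible beta-glucosidase gene, the 95% counting interval of the log2 pooled ratio ran from 8.51 to 16.30. *OSM34*, an osmotin-like gene, had 0 pooled reads in Col-0 and 463 in *ADR1-L2 DV*, 126-fold higher against the floor of 3 reads. The counting interval of its log2 pooled ratio began at 6.68. *NIT2*, a nitrilase gene, rose by 7.72 in the authors' deposited table, with 20 pooled reads in Col-0 and 4945 in *ADR1-L2 DV*. *KTI1* (5.77), AT5G39520 (5.76), AT1G65510 (5.27) and *HIPP22* (4.92) completed the 10 largest increases among genes above the value floor in the authors' deposited table.

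Photosynthesis genes fell by small amounts. Of 35 nuclear genes for antennae, photosystems and the Calvin cycle, 26 fell and 0 rose (Fisher's exact adjusted p = 1.2e-17, 31 called when adjusted over the list alone), with a median log2 fold change of -0.70 at percentile 1.22 of random lists of like reads. With a minimum log2 fold change of 1, 2 of the 35 were left and the list no longer passed (Fisher's exact adjusted p = 1). *GAPB* (-1.20), *RBCS1B* (-1.02) and *RBCS2B* (-0.96) had the largest log2 decreases in the authors' deposited table, the *RBCS* genes being near-identical copies whose reads may be split. Of 12 aliphatic glucosinolate genes 9 fell and 1 rose (Fisher's exact adjusted p = 2.5e-06 for the fall, 11 called when adjusted over the list alone). The regulator gene *MYB29* fell by 3.44, *GSTF11* by 2.86 and *FMO-GS-OX1* by 2.19 on the log2 scale, and *MAM3* rose by 1.48, in the authors' deposited table. For *MAM3* the pooled reads, 98 in Col-0 and 165 in *ADR1-L2 DV*, gave a smaller log2 ratio of 0.46 (counting interval 0.09 to 0.84). Of 19 abscisic acid, drought and cold genes 8 fell and 0 rose (Fisher's exact adjusted p = 0.0020, 9 called when adjusted over the list alone), among them *COR15A* at -3.57, *DREB1A* at -2.09 and *RD29A* at -2.07 in the authors' deposited table, the last with a log2 ratio of -3.13 by pooled reads. Vascular markers fell in 7 of 10 cases (Fisher's exact adjusted p = 8.8e-05, 8 called when adjusted over the list alone), with *SULTR2-1* at -2.40, *SEOR1* at -1.66 and *IRX1* at -0.98 in the authors' deposited table. With the minimum of 1, 2 vascular markers were left (Fisher's exact adjusted p = 0.39).

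The decrease of largest size was that of *XTH31*, a xyloglucan-modifying enzyme gene, at -8.29 on the log2 scale in the authors' deposited table, with 1389 pooled reads in Col-0 and 6 in *ADR1-L2 DV*. The trichome regulator gene *GIS* (-4.41), the galactinol synthase gene *GolS3* (-4.37), AT5G05960 (-4.22), AT3G45160 (-4.06), *MES18* (-4.02), *MAPR2* (-4.00), AT2G27420 (-3.62), *COR15A* (-3.57) and *CORI3* (-3.52) followed among genes above the value floor in the authors' deposited table. For *MAPR2* the pooled reads, 565 in Col-0 and 178 in *ADR1-L2 DV*, gave a smaller log2 ratio of -1.95 (counting interval -2.21 to -1.71). Cell wall expansion genes went both ways, with 4 of 21 called up and 4 called down (Fisher's exact adjusted p = 0.19 and 0.58). *XTH16* (2.56), *XTH24* (2.36) and *XTH22* (2.14) rose, and *EXPA4* (-2.07), *EXPA11* (-1.89) and *EXPA3* fell, in the authors' deposited table.

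In the other lists the share called did not pass the test against all tested genes. Of 28 jasmonate and ethylene genes 5 rose and 2 fell (Fisher's exact adjusted p = 0.19 for the rise), with *VSP1* at 2.03, *CYP94C1* at 1.76, *JMT* at -3.73 and *AOS* at -1.60 in the authors' deposited table. *ORA59* was called at 1 pooled read in Col-0 against 25. Of 13 camalexin and indole glucosinolate genes 3 rose and 3 fell, with *MYB51* at 1.02, *CYP83B1* at 0.66, *CYP79B2* at 0.57, *MYB34* at -1.62, *PAD3* at -1.09 and *CYP79B3* at -0.56 in the authors' deposited table. Flavonoid genes fell in 4 of 12 cases (Fisher's exact adjusted p = 0.14), with a list median of -1.11 at percentile 0.09 of random lists of like reads. Against genes above the value floor the list passed, with 4 of 4 called down (Fisher's exact adjusted p = 0.0027), including *CHS* at -1.64, *F3H* at -1.15 and *FLS1* at -1.07 in the authors' deposited table. Of 18 genes of ER protein folding 1 rose, *CRT3* at 0.90 in the authors' deposited table. Cell cycle markers fell in 2 of 12 cases, *KNOLLE* at -1.70 and *CYCD3-1* at -1.30 in the authors' deposited table. Among markers of other leaf cells, *TMM* (1.47), *PDF1* (4.28) and *GL2* (1.19) rose and *TRY* (-2.05) fell in the authors' deposited table, and the floral gene *AG* was called at 17 pooled reads in Col-0 against 1. Of 11 circadian clock genes 1 rose, *TOC1* at 0.67 in the authors' deposited table. Of 11 reference genes 1 rose and 1 fell, *UBQ10* at 0.93 and *GAPC2* at -0.61 in the authors' deposited table. Scaling by total reads instead of the authors' normalization shifted *ADR1-L2 DV* fold changes by a median of 0.22 on the log2 scale over 9980 genes with more than 200 pooled reads, and 2 of the 4188 called genes then differed in sign.

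**Figure D1:**
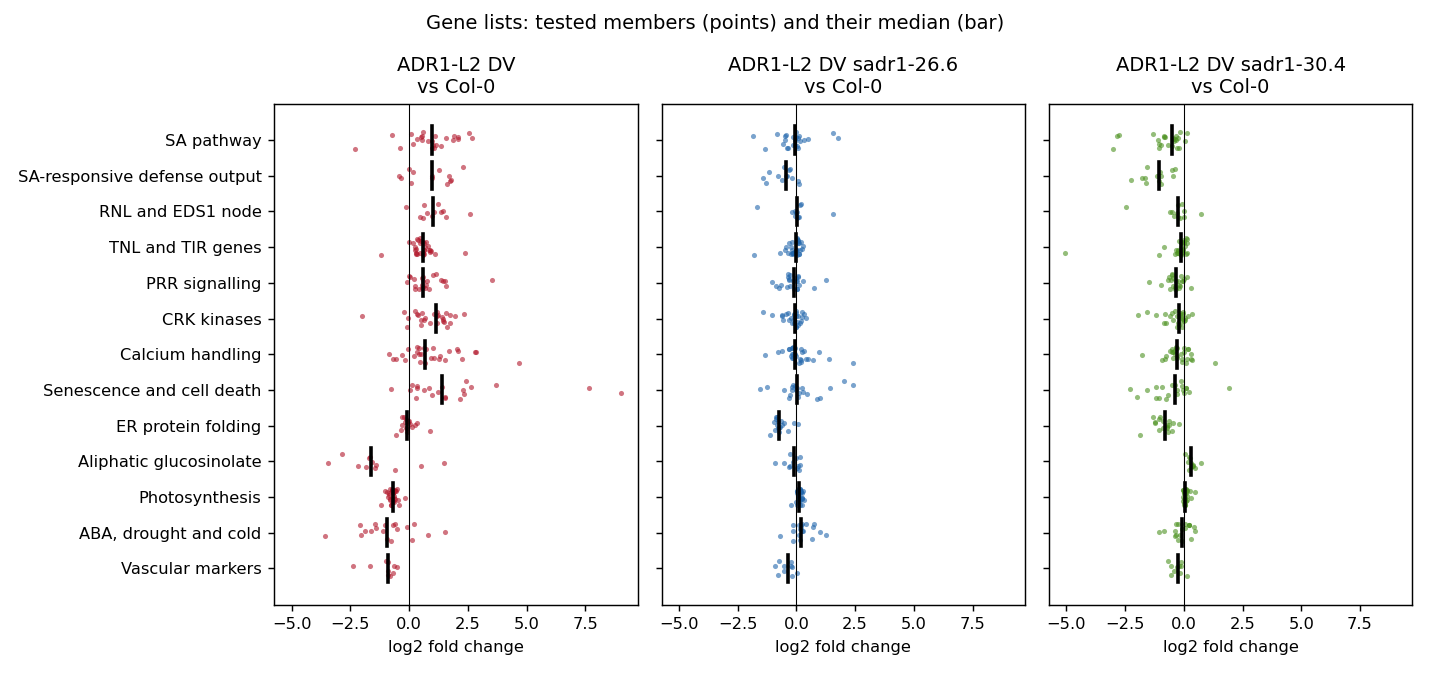
Log2 fold changes against Col-0 (x axis) from the authors' deposited table, for the tested members of 13 gene lists (rows), with 1 point per gene and a bar at the list median. In *ADR1-L2 DV* the median of the salicylic acid pathway list was 0.99 and that of aliphatic glucosinolate genes -1.62, and in *sadr1-30.4* they were -0.49 and 0.30.

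The second question was how far mutations in *SADR1* remove this response. Few genes differed from Col-0 in either suppressor. In *sadr1-26.6*, 149 genes rose and 73 fell, 1.01% of those tested, and in *sadr1-30.4* 33 rose and 96 fell, 0.586%, in the authors' deposited table. *EDS1*, *PAD4*, *SAG101*, *ADR1*, *ADR1-L1*, *NRG1.1* and *NRG1.2* were not called in either suppressor. *EDS1* was at 0.08 and -0.23 and *ADR1* at -0.06 and 0.01 on the log2 scale in *sadr1-26.6* and *sadr1-30.4* in the authors' deposited table. *ADR1-L2* kept a log2 fold change of 1.57 in *sadr1-26.6* (FDR = 3.6e-11) and 0.72 in *sadr1-30.4* (FDR = 0.083) in the authors' deposited table. These lie 1.03 and 1.88 below its value in *ADR1-L2 DV*, differences that have no test.

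Over the 4188 genes called in *ADR1-L2 DV*, 113 were also called in the same direction in *sadr1-26.6* and 23 in *sadr1-30.4* in the authors' deposited table. Independent lists of these sizes would share 13.0 genes that rose and 7.51 that fell with *sadr1-26.6*, where 74 and 39 were seen. For *sadr1-30.4* they would share 2.88 and 9.88, where 14 and 9 were seen. Called genes that went the opposite way numbered 24 in *sadr1-26.6* and 34 in *sadr1-30.4*, where independent lists would share 21.7 and 11.8. In *sadr1-30.4*, more called genes thus went the opposite way than the same way. For genes that rose in *ADR1-L2 DV*, the median residual share was 0.108 (quartiles -0.09 and 0.349) in *sadr1-26.6* and -0.082 (quartiles -0.337 and 0.123) in *sadr1-30.4*, from the authors' deposited table. For genes that fell it was 0.09 (quartiles -0.099 and 0.268) and -0.07 (quartiles -0.203 and 0.071). Of the 4188 genes, 3730 (89.1%) lay nearer to Col-0 than to *ADR1-L2 DV* in *sadr1-26.6* and 4026 (96.1%) in *sadr1-30.4*. By total reads the medians in *sadr1-26.6* were 0.054 for genes that rose and 0.173 for genes that fell, so which direction kept more depends on the scaling. The slope through 0 was 0.182 in *sadr1-26.6* and 0.022 in *sadr1-30.4*. Shared Col-0 samples push these shares above 0, and the same-direction overlaps above those of independent lists, by chance. The amounts could not be estimated from pooled values, and suppressor and *ADR1-L2 DV* were not tested against each other.

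**Figure D2:**
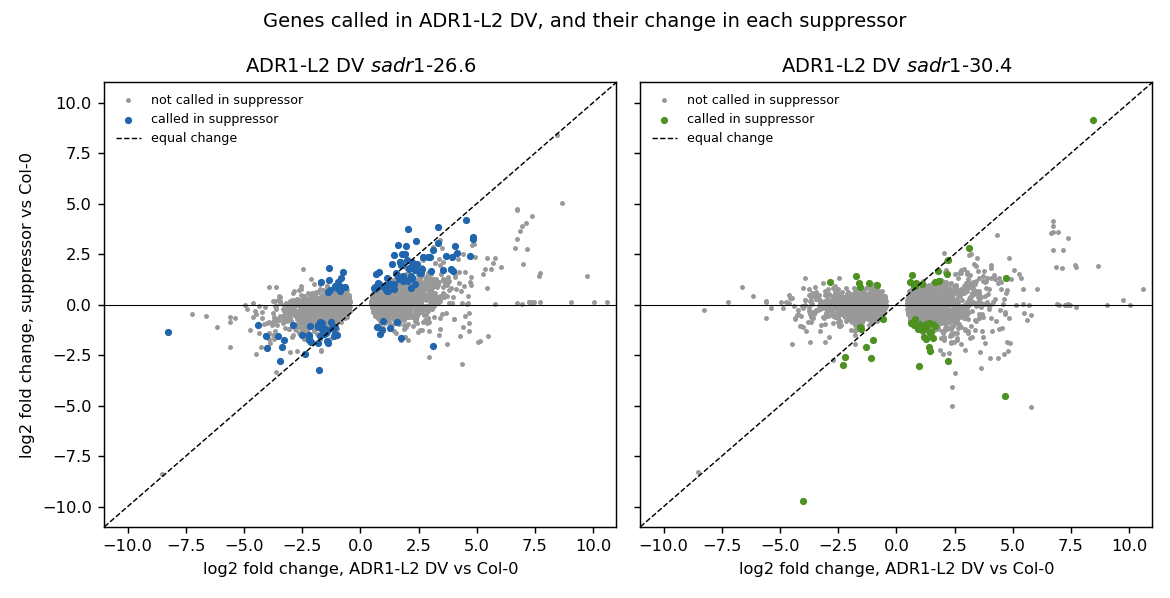
Log2 fold changes against Col-0 of the 4188 genes called in *ADR1-L2 DV* (x axis) and of the same genes in each suppressor (y axis), from the authors' deposited table, with 1 point per gene. Colored points are the 137 genes called in *sadr1-26.6* and the 57 called in *sadr1-30.4*, the dashed line marks equal change, and most points lie along 0.

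Several of the largest increases of *ADR1-L2 DV* were near the Col-0 level in the suppressors. Pooled reads of *DIN2* were 1 in *sadr1-26.6* and 2 in *sadr1-30.4*, and *OSM34* and *SAG12* had 0 in both. *NIT2* had 17 and 10 pooled reads, though its log2 fold change in *sadr1-26.6* was 1.58 without a call (FDR = 0.65) in the authors' deposited table. Others stayed higher without a call in *sadr1-26.6*, *ABS2* at 4.39 (FDR = 0.086, 28 pooled reads), *HIPP22* at 2.36 (FDR = 0.054) and AT5G39520 at 2.29 (FDR = 0.19), and *ABS2* was at 3.32 (FDR = 0.69, 13 pooled reads) in *sadr1-30.4*, in the authors' deposited table. *GolS3*, AT2G27420, *CORI3* and *COR15A* were not called in either suppressor, whereas *XTH31* (-1.33), *GIS* (-1.02), AT3G45160 (-1.56) and *MES18* (-2.14) stayed below Col-0 in *sadr1-26.6* in the authors' deposited table. Members of the salicylic acid pathway, calcium and senescence lists that stayed above Col-0 in *sadr1-26.6* included *WRKY62* (1.76), *WRKY38* (1.57), *CML41* (2.40), *NAC092* (2.39) and *SEN1* (2.01) in the authors' deposited table. Of these, *CML41* was also called in *sadr1-30.4*, at 1.31 (FDR = 0.042) in the authors' deposited table.

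In *sadr1-26.6*, the beta-amylase gene *BAM5* had the largest increase among genes above the floor, at 3.66 (FDR = 4.5e-13) in the authors' deposited table, against -1.24 (FDR = 0.10) in *ADR1-L2 DV* and 1.97 (FDR = 0.0059) in *sadr1-30.4*. AT3G16670 (3.26), AT5G15948 (3.06), AT2G46200 (2.69) and AT4G33150 (2.54) came next in *sadr1-26.6* and had also risen in *ADR1-L2 DV*, by the authors' deposited table. Above the value floor, the largest decreases in *sadr1-26.6* were *MES18* (-2.14), AT4G01390 (-2.13), the glutathione transferase gene *GSTU4* (-1.95), the antenna gene *LHCB4.3* (-1.92) and AT1G19020 (-1.90) in the authors' deposited table. Among list members, *VSP1* (3.74, FDR = 8.0e-05), *VSP2* (2.30), *XTH24* (1.76) and *XTH6* (1.18) rose and *PR4* (-1.47), *CRK13* (-1.42), *CML37* (-1.33), *SEOR1* (-0.92) and *WRKY53* (-0.88) fell in *sadr1-26.6* in the authors' deposited table. *CHS* and *FLS1*, *GSTF6* and *GSTF7*, and *PAD3* and *GSTU4* were the called members of 3 lists, with *CHS* at -1.15, *GSTF6* at -1.40, *GSTF7* at -1.31 and *PAD3* at -1.45 in the authors' deposited table. Flavonoid genes, with 2 of 12 called, salicylic acid output genes, with 2 of 13, and camalexin genes, with 2 of 13, fell more often than other genes in *sadr1-26.6* (Fisher's exact adjusted p = 0.0066 for each, with 4, 2 and 2 called when adjusted over the list alone). *GSTF6* and *GSTF7* are neighbouring genes of the same family, so the output calls may not be independent, and how reads they share were counted is not known. Of 7 epidermis and trichome markers 2 rose in *sadr1-26.6*, the wax and cutin genes *CER6* and *FDH* (Fisher's exact adjusted p = 0.022, 4 called when adjusted over the list alone), but 0 passed with a minimum log2 fold change of 1.

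In *sadr1-30.4*, genes of the salicylic acid lists lay below Col-0. Of 25 pathway genes 5 fell and 0 rose (Fisher's exact adjusted p = 1.7e-06, 9 called when adjusted over the list alone), and of 13 output genes 3 fell and 0 rose (Fisher's exact adjusted p = 0.00027, 9 called when adjusted over the list alone). Their medians were -0.49 and -1.05 on the log2 scale, each at percentile 0 of random lists of like reads, by the authors' deposited table. *UGT76B1* fell by 3.01 (FDR = 9.1e-08) and *PAD3*, the last enzyme of camalexin synthesis, by 2.64 (FDR = 9.7e-09) on the log2 scale in the authors' deposited table. *FMO1* and *ALD1*, which make N-hydroxypipecolate and its precursor, were at -2.85 and -2.74 (FDR = 0.00074 for each) in the authors' deposited table. The output genes *PCR1* (-1.76), *GSTF6* (-1.66) and *GSTF7* (-1.60) fell in the authors' deposited table, *GSTF6* and *GSTF7* again being neighbours of the same family. *PR1* was at -2.26 with an FDR of 0.39 in the authors' deposited table. CRK genes with 2 of 28 called, camalexin genes with 2 of 13, senescence genes with 2 of 21 and ER folding genes with 2 of 18 also fell more often than other genes (Fisher's exact adjusted p = 0.026, 0.011, 0.018 and 0.016, with 4, 3, 4 and 9 called when adjusted over the list alone). With a minimum log2 fold change of 1, senescence genes no longer passed (Fisher's exact adjusted p = 0.28), and against genes above the value floor neither they nor CRK genes did (Fisher's exact adjusted p = 0.27 and 0.39). Their called members were *CRK39* (-1.97), *CRK13* (-1.57), *PAD3*, *GSTU4*, *BAP2* (-2.29), *SAG21* (-0.93), *BIP3* (-1.86) and *PDIL1-2* (-1.29) in the authors' deposited table. From the other lists, *CML37* (-1.76), *WRKY40* (-1.47) and the TIR gene *TX* (-0.86) fell and *XTH4* (1.00) rose in the authors' deposited table. Above the value floor, the largest decreases were *MAPR2* (-9.74, 565 pooled reads in Col-0 and 2 in *sadr1-30.4*), *GSTU4* (-3.36), AT3G13610 (-3.06), *UGT76B1* and *ARD3* (-2.86) in the authors' deposited table. The counting interval of the log2 pooled ratio of *MAPR2* ran from -11.20 to -6.29. Among genes above the value floor, the largest increases were AT2G46200 (2.78), AT1G07920 (2.19), AT3G28220 (1.95), the myrosinase-binding protein gene *MBP1* (1.83) and the beta-glucosidase gene *BGLU18* (1.75) in the authors' deposited table. AT1G07920 encodes elongation factor 1-alpha, which has near-identical copies, so its value is uncertain.

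The third question was whether both alleles left the same genes changed. Between the suppressors, 17 genes rose in both and 18 fell in both, and 0 were called in opposite directions, in the authors' deposited table. Independent lists would share 0.223 and 0.318. Across the 22020 tested genes, log2 fold changes of both alleles correlated with Pearson's r = 0.496 and Spearman's rho = 0.442 (covariance 0.297), computed from the authors' deposited table. Genes are not independent replicates, and both comparisons use the same Col-0 samples, and comparisons without any change would then already correlate at about 0.5 with equal sample numbers and equal spread. The correlation was 0.549 over the 10398 genes above the value floor in both, and both values lie near that level, so a part due to the alleles was not separated from the shared controls, for the correlation or for the overlap. The 2 alleles were not tested against each other.

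A set of genes was called in all 3 mutant genotypes, with changes of differing size. Of the 19 genes called in every comparison, 11 rose and 4 fell throughout in the authors' deposited table. Among genes called in *ADR1-L2 DV* and above the value floor, the largest residual shares kept in both suppressors belonged to AT5G14920, *LCBK2*, *PAD3*, AT2G46170 and AT2G46100. AT5G14920 was at 0.66 in *ADR1-L2 DV* and 1.48 in *sadr1-30.4* in the authors' deposited table. *LCBK2* (AT2G46090), AT2G46100 and AT2G46170 are neighbours on chromosome 2, as is AT2G46200. In the stretch from 18950802 to 18979061 of TAIR10.1, 28.3 kb long and picked after the values were seen, 8 genes were expressed, and 7 of them were called up in each mutant genotype, 6 in all 3. The median log2 fold change over these 8 genes was 0.83 in *ADR1-L2 DV*, 1.03 in *sadr1-26.6* and 1.08 in *sadr1-30.4*, from the authors' deposited table. *MPK12* and AT2G46220, which lie on either side and were chosen after their values were seen, were not called in any genotype. *BPS2*, between *MPK12* and *LCBK2*, which was also chosen afterwards, was called in *ADR1-L2 DV* and at 0.68 in *sadr1-26.6*, and was at 0.54 without a call in *sadr1-30.4*, in the authors' deposited table.

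**Figure D3:**
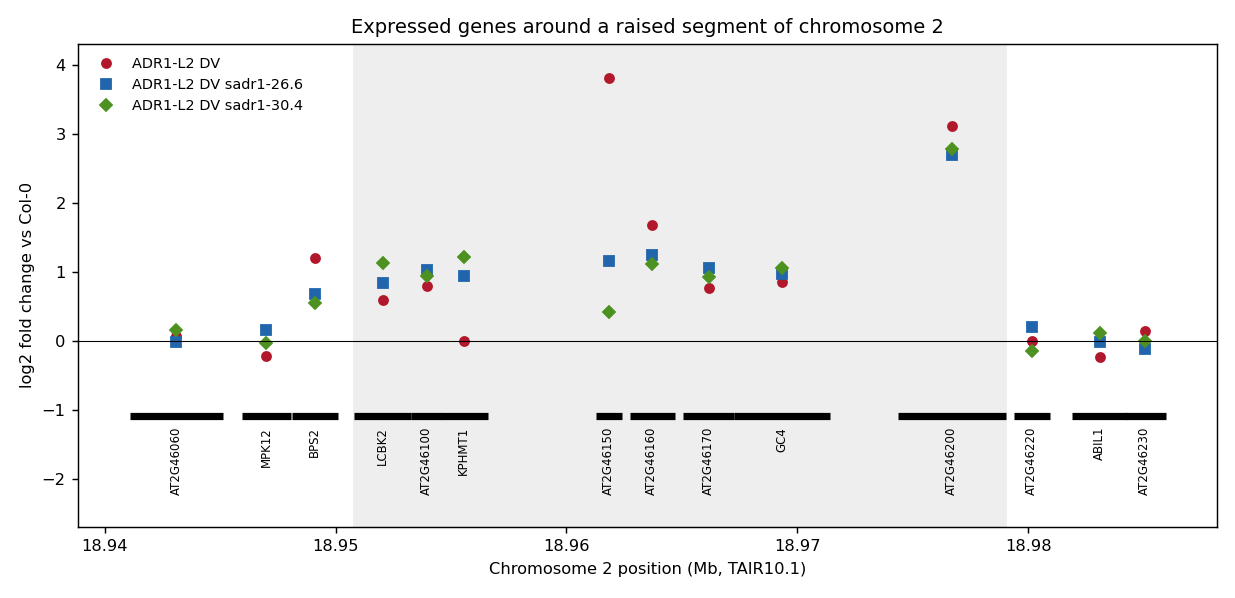
Log2 fold changes against Col-0 (y axis) from the authors' deposited table for expressed genes by position on chromosome 2 of TAIR10.1 (x axis, Mb), with 1 symbol per genotype and black bars for the genes. In the shaded stretch of 28.3 kb the medians were 0.83, 1.03 and 1.08, and *MPK12* and AT2G46220 on either side lay near 0. *BPS2*, between *MPK12* and the stretch, was called up in *ADR1-L2 DV* and *sadr1-26.6*.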

Values the study reported

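The study reported that 5 out of 39 suppressor mutants carried mutations in *SADR1*. It stated that resequencing covered 32 additional suppressed M3 mutants. By its RNA sequencing, the 26.6 and 30.4 mutations removed most of the expression changes of *ADR1-L2 DV*.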

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

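No paired analysis was possible because the columns carry comparisons and pooled reads, with no sample values. For the same reason, another normalization of samples, DESeq2, another expression filter, a replicate block and leaving out a replicate were not run, nor was any setting for comparisons without a deposited test. An adjustment of back-calculated p-values over genes above the value floor, chosen after seeing the data, kept all 6 counts within 1.5 times. Of the values of the main results under other settings, 65 stayed within their limits and 22 moved, and none of them reversed. The cause was not tested. With an absolute log2 fold change of at least 1, 1111 genes rose and 1060 fell in *ADR1-L2 DV*. At an FDR of 0.01, 86 rose and 31 fell in *sadr1-26.6*, 21 rose and 49 fell in *sadr1-30.4*, and 19 were shared by both. Median residual shares in *sadr1-26.6* for genes that rose and fell were 0.054 and 0.173 by total reads, 0.129 and 0.115 with a minimum log2 fold change of 1, and 0.082 and 0.055 above the value floor. In *sadr1-30.4* they were -0.049 and -0.022 with that minimum and -0.125 and -0.101 above the floor, and by total reads -0.104 for genes that rose. The correlation of both alleles was 0.549 above the floor. With a minimum log2 fold change of 1, 2 lists in place of 4 fell more often than other genes in *ADR1-L2 DV*, without photosynthesis and vascular markers, and in *sadr1-26.6* the epidermis list was lost and 4 others rose more often, or 2 lists against a background above the floor. Genes of few reads may limit the calls, which was not tested, and pooled reads show no spread between plants.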

Other observations

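The tests of the chromosome 2 stretch and of the salicylic acid lists in this part were chosen after the results were seen, and those of the starvation genes before theirs. ER folding genes lay below Col-0 in both suppressors, with medians of -0.76 in *sadr1-26.6* and -0.81 in *sadr1-30.4*, each at percentile 0 of random lists of like reads, and -0.10 in *ADR1-L2 DV*, by the authors' deposited table. From pooled reads the *ADR1-L2 DV* median was 0.02 by the median of ratios and 0.24 by total reads, so its sign depends on the scaling. In *sadr1-26.6*, 0 of 18 of these genes were called, but 10 were when adjusted over the list alone, and in *sadr1-30.4* 2 and 9 were. Jasmonate and ethylene genes had medians of 0.27 in *sadr1-26.6* and 0.29 in *sadr1-30.4*, at percentiles 99.98 and 100, with 2 and 0 called up in the authors' deposited table. Both suppressors were compared with the same Col-0 samples, so their agreement in the ER folding and jasmonate lists could come from Col-0.

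The raised stretch on chromosome 2 was the highest window of 7 expressed neighbours among 13529 genes, with a median of 0.80 for the lowest of the 3 genotypes, and the next highest elsewhere was 0.17. Chance clustering is argued against, since 0 of 10000 random gene orders reached it and the highest of them gave 0.44. A remaining response to *ADR1-L2 DV* stays open, because the stretch was picked for its lowest value over all genotypes, so that the share of at least 1.25 it kept in both suppressors excludes nothing. Its member AT2G46150 went from 3.81 in *ADR1-L2 DV* to 1.16 in *sadr1-26.6* and 0.41 in *sadr1-30.4*, and *KPHMT1* from -0.01 to 0.94 and 1.21, in the authors' deposited table. An extra copy of the stretch in the *ADR1-L2 DV* background stays open too, because only these 2 expressed genes were not called in all genotypes, with a lower suppressor median of 0.81. The rise was uneven over the stretch. AT2G46200 was at 3.11, 2.69 and 2.78 in *ADR1-L2 DV*, *sadr1-26.6* and *sadr1-30.4*, against medians over the stretch of 0.83, 1.03 and 1.08. Single genes do not decide the question.

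Taking both salicylic acid lists as 38 genes, the median lay below Col-0 in both suppressors, at -0.24 in *sadr1-26.6* and -0.83 in *sadr1-30.4*, by the authors' deposited table. In *sadr1-26.6* the lists differed. The pathway list alone had a median of -0.06 at percentile 4.39 of random lists, with 2 genes called up and 0 down. The output list alone had a median of -0.45 at percentile 0. Scaled by total reads, the *sadr1-30.4* median of the 38 genes was -0.59 (order-statistic interval -1.14 to -0.39, over genes that do not vary independently). That scaling moved *sadr1-30.4* fold changes by a median of only -0.036, so it could not have removed the shift. Scaling as the whole cause is argued against by another value, since a scaling difference moves all genes alike. The deposited *sadr1-30.4* median lay at percentile 0 of random lists of like reads. Unequal Col-0 samples may contribute, because pooled and fitted fold changes disagreed in both suppressors, in the same direction, for 55.3% of these genes beyond the 95th percentile of genes of like reads. Lower basal defense through the *sadr1* mutations and a high value in Col-0 cannot be told apart. Both suppressors share the Col-0 samples, and the *sadr1-26.6* median of -0.24 over the 38 genes has the sign that both need. The suppressors also differ from Col-0 by the *ADR1-L2 DV* transgene and the *adr1-l2* mutation. No genotype carried a *sadr1* mutation alone, so the shift cannot be assigned to *SADR1*. From pooled reads scaled by the median of ratios, the *sadr1-26.6* median of the 38 genes was -0.13 with an interval from -0.42 to 0.17.

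Some dark-inducible or sugar-repressed genes stayed raised in *sadr1-26.6*, where AT4G33150, *ASN1*, *BXL1* and *DIN10* were at 2.54, 2.35, 2.12 and 1.76 in the authors' deposited table, while *DIN2* had 1 pooled read. A list of 25 other such genes had a median of 1.35 in *ADR1-L2 DV*, 0.25 in *sadr1-26.6* and -0.04 in *sadr1-30.4*, with 15, 2 and 0 called up, by the authors' deposited table. Its *sadr1-26.6* median lay at percentile 100 of random lists of like reads, so a starvation program is a candidate explanation, and the *sadr1-30.4* median at percentile 18.7. The 15 members that rose in *ADR1-L2 DV* kept a median share of 0.224 in *sadr1-26.6*, at percentile 83.9 of random sets of rising genes, so uniform partial suppression stays open too. The difference between both alleles was not tested.

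Of 4 gene copies for elongation factor 1-alpha, AT1G07920 was at 2.09 in *sadr1-26.6* and 2.19 in *sadr1-30.4*, AT1G07930 at 0.40 and 0.58, AT1G07940 at -0.40 and -0.23, and *EF1A* at -0.07 and 0.10, in the authors' deposited table. Their summed reads, scaled by the median of ratios, were 39350 in Col-0, 45004 in *ADR1-L2 DV*, 45534 in *sadr1-26.6* and 50860 in *sadr1-30.4*, and those of the other 3 copies 36805, 33575, 35040 and 39464. *EBP* was at 2.16, 1.88 and 1.51 and *ABCG40* at -2.19, -1.77 and -2.58 in *ADR1-L2 DV*, *sadr1-26.6* and *sadr1-30.4*, both called in each, in the authors' deposited table.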
